A study of Homo sapiens with 31 samples.

How the data were processed

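The data came from 31 sequencing libraries of HEK293 T-REx cells, a human embryonic kidney line in which a transgene can be induced. Of 3 assays used, per the labels' protocols, the first was ribosome profiling. Ribosome profiling sequences the short RNA fragments that ribosomes protect from RNase I, so that the number of fragments (footprints) on an mRNA follows its translation. These libraries were made from lysates by nuclease digestion, ribosome pelleting, size selection, linker ligation, rRNA depletion, reverse transcription and circularization. The RNA-seq and RNA pulldown libraries were made with a stranded mRNA kit. In the pulldown assay, an initiation factor carrying a streptavidin-binding peptide (SBP) was captured on streptavidin beads, and the RNA eluted with biotin was sequenced beside the input lysate. The labels name no aligner, counting tool, genome build or annotation release.

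One deposited file per library held raw counts per versioned Ensembl transcript, with no header line, so the meaning of each column was read from its values. The authors' counts were whole numbers with no scaling: their sums differed between libraries. The other measure the authors deposited was a length per transcript, equal in all 31 files and listed for 100283 of 227264 transcripts. It was read as the length of the counted coding region, since all 126981 transcripts without a length had counts of 0 in every library. Some of the lengths were below 0, and their unit, perhaps codons after trimming of the ends, is not given by the files. The length was therefore used only to rank transcripts. Counting in the coding region means that reads in untranslated regions do not enter the RNA-seq and pulldown values.

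A read was counted in every transcript that contains it. Of 94734 transcripts with at least 1 count, 26549 had counts equal to those of another transcript in all libraries. The sum of transcript counts in a library therefore exceeds its number of reads. To avoid testing the same reads many times, identical count vectors were collapsed to 77343 distinct transcripts, and 1 transcript per locus was then kept. Transcripts were taken in order of their total count. A transcript was dropped when the Pearson correlation of its log2 CPM (counts scaled to the library total; pseudocount 0.5) with a kept transcript within 10 distinct rows was at least 0.9. That left 35499 transcripts. Among distinct transcripts above a minimum total count, neighbours had a median correlation of 0.96, with 64.1% of them at 0.9 or more. Random pairs of these had 0.034, with 1.48% at 0.9 or more. Transcripts with fewer counts did not enter these figures. The reduction to a transcript per locus is therefore approximate: transcripts of one locus can stay separate, and unrelated neighbours can be dropped. This rule departs from the design fixed before the data were examined, which called for 1 transcript per gene. The files do not pair transcripts with genes, and the gene tables at hand (assembly GRCh38.p14) list no Ensembl transcript IDs, so no transcript was matched to a gene. For the same reason several planned steps were not run: the level of EIF4A1, EIF4A2 and LARP1 in each library as a check of the labels, the tests of 5' terminal oligopyrimidine (TOP), ribosomal and other gene lists, the mitochondrially encoded genes as a scaling reference, and sums over the transcripts of a gene. The genotype of a library and the siRNA knockdown rest on the labels alone.

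Differential tests used edgeR 4.0.16 in R 4.3.3, with TMM scaling, filterByExpr (minimum count 10, minimum total count 15), glmQLFit and glmQLFTest, all two-sided, and Benjamini-Hochberg adjustment within each comparison. A transcript was called at an adjusted p under 0.05. These 6 fits were made: the 4 RNA-seq libraries; the 6 DMSO ribosome profiling libraries; the RNA-seq and DMSO ribosome profiling libraries of naive and EIF4A1 KO cells together (8 libraries, with the interaction of assay and genotype as the change of translation efficiency); all 12 ribosome profiling libraries; the 8 pulldown libraries without siRNA; and the 7 siRNA libraries. Each fit had one mean per group, except that of the PP242 response. There, each genotype had an intercept and a slope over a dose score of 0 for DMSO, 1 for 1 µM and 2 for 10 µM, because each dose had 1 library per genotype. Differences between slopes or between enrichments were tested as contrasts of the same fit. With 1 siLARP1 pulldown library, the change of enrichment after LARP1 knockdown was described and not tested.

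In place of the gene lists, 2 sets of transcripts were formed from the data. The choice was made after the files had been seen. The naive-defined set held the transcripts called as falling in the PP242 trend of naive cells, and the EIF4A2 KO-defined set those called as falling in EIF4A2 KO cells. Each set was tested only in comparisons that used none of the libraries that defined it (the naive RNA-seq libraries defined neither set). The test was camera (limma 3.58.1) with a preset correlation of 0.01, adjusted over 20 tests, with fry and camera with an estimated correlation as alternatives. The effect of a set is its median log2 change minus the median of the other tested transcripts. Descriptions without a test used 10000 random lists of the same size matched on mean level, or on mean level and length. Log2 values per library used a prior count of 2.

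The rule for naming single features, fixed before the data were examined, took those with the largest change among calls with a mean log2 CPM of at least 5 and no overlap between the libraries compared. Since IDs cannot be paired with gene names here, only 2 transcripts that rose and 2 that fell in the naive PP242 trend are named, by ID. The single transcripts behind counts of 4 and 1 are left unnamed for the same reason. Reads shared with paralogs or pseudogenes could not be assessed, so single transcripts are uncertain in that respect.

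The sum of transcript counts per library lay between 9206275 and 78989380, and the sum over the 35499 transcripts between 2515013 and 21631521. A count of 3, the upper limit that a count of 0 allows, corresponded to 1.19 CPM in the smallest library and 0.139 in the largest. Such limits cover counting error only, since reads without molecular identifiers are not independent molecules. The common biological coefficient of variation was 3.21% for RNA-seq, 4.15% for DMSO footprints, 9.36% in the fit over PP242 doses, 6.18% for the pulldowns without siRNA and 15.16% for the siRNA libraries. The value of the PP242 fit also contains departures from a straight line over the dose score, so it does not measure spread between replicates alone. Replicates of each group differed by more than sampling noise (chi-square per degree of freedom 1.25 to 12.67), so none was treated as a duplicate of another.

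Each fit was tested on simulated counts drawn from its own means, library sizes and dispersions, with 200 transcripts changed by a log2 effect of 1.5. All 200 were called in each of the 6 fits. The changed transcripts were drawn only from those above a minimum mean level. In the PP242 fit the effect was 1.5 per step of the dose score and exactly linear. Real calls there had median absolute slopes of 0.668 in naive and 0.523 in EIF4A2 KO cells. The full recovery therefore says little about how many real PP242 changes are missed. False calls made up 3.4% (RNA-seq) to 11.1% (PP242 fit) of the simulated calls, so the nominal 5% was exceeded in some fits.

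Alternatives fixed before the data were examined were DESeq2 size factors, no count filter, at least 50 counts in every library, the DESeq2 1.42.0 Wald test, the replicate number as a block, fits of the compared groups alone, 2 other codings of the PP242 dose, fry, camera with an estimated correlation, and leaving out each library in turn. Added after the data were seen were all distinct transcripts, a locus threshold of 0.95 and sets called under another dose coding. Set tests under both other codings of the dose were also added then, and adjusted over the PP242 set tests alone. Figures were drawn with matplotlib 3.10.9 from tables made with pandas 2.3.3 and numpy 2.4.6 in Python 3.11.15.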

Results

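The series asks how eIF4A1, an RNA helicase of translation initiation, and the RNA-binding protein LARP1 act when mTORC1 is inhibited. PP242 is an inhibitor of the mTOR kinase. Ribosome profiling was done on 12 libraries: naive cells, EIF4A1 knockout (KO) cells and EIF4A2 KO cells, each with 2 DMSO libraries and 1 library each after 30 min of 1 µM and 10 µM PP242. RNA-seq was done on naive and EIF4A1 KO cells, with 2 libraries each. RNA pulldown was done from cells expressing SBP-eIF4A1 or SBP-eIF4A2, with 2 input and 2 pulldown libraries per protein. A further pulldown experiment with SBP-eIF4A1 followed 72 h of siRNA, with 2 input and 2 pulldown libraries for control siRNA (siControl), 2 input libraries for LARP1 siRNA (siLARP1) and 1 siLARP1 pulldown library. No pulldown from cells without the tagged protein was analysed here, so enrichment includes any RNA that binds the beads themselves.

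Depth differed between assays. Summed over 1 transcript per locus, the ribosome profiling libraries held 2515013 to 6420287 counts, the pulldown and input libraries 11890148 to 17642738, and the RNA-seq libraries 19706862 to 21631521. Within the profiling assay the 3 smallest libraries were EIF4A1 KO DMSO replicate 2 (2515013 counts), naive at 10 µM PP242 (2686665) and EIF4A1 KO DMSO replicate 1 (2748706), and the largest was EIF4A1 KO at 10 µM PP242. The 10 most abundant transcripts took 3.65% to 4.58% of the counts in ribosome profiling. They took 6.27% to 6.42% in RNA-seq. All changes below are relative to the other transcripts of the same library, so a uniform change of translation would not be seen.

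Loss of EIF4A1 was compared with naive cells first at the RNA level. Of 25744 transcripts tested, 9390 were called by edgeR's quasi-likelihood test at an adjusted p under 0.05, 4653 higher and 4737 lower in EIF4A1 KO cells. The changes were mostly small: the median absolute log2 change among the calls was 0.45, and 330 rose and 1039 fell by more than 1 log2 unit. The alternative that moved this count most with the same transcripts was the DESeq2 Wald test, with 5441 calls, and testing all distinct transcripts gave 26611. A single KO line was compared with a single naive line, so differences between lines that have nothing to do with EIF4A1 enter these counts.

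Footprints in DMSO changed in both knockouts. Among 19844 transcripts, 4508 were called in EIF4A1 KO against naive cells, 2155 higher and 2353 lower. In EIF4A2 KO against naive cells 1596 were called, 740 higher and 856 lower. The 2 sets of log2 changes correlated across transcripts with a Spearman rho of 0.25. Transcripts are not independent replicates, and both comparisons share the naive libraries. Simulated unchanged groups against those libraries gave a rho of 0.36. The simulated groups held none of the called changes, so 0.36 is no chance value for these data. How much of the observed correlation comes from the shared libraries is therefore not settled. The changes of RNA and of footprints in EIF4A1 KO cells correlated with a Spearman rho of 0.43.

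Translation efficiency, the change of footprints beyond that of RNA, was tested as an interaction over both assays. Of 25458 transcripts, 2414 were called in EIF4A1 KO cells, 953 with higher and 1461 with lower efficiency. Their median absolute log2 change was 0.58. The footprint libraries are labelled DMSO and the RNA-seq libraries are not, so the assays may come from separate cultures. A difference between those cultures that was not alike in both genotypes would enter all values of efficiency.

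The response to PP242 was then measured as a slope over the dose score in each genotype. In naive cells 297 of 21424 transcripts were called, 39 rising and 258 falling. In EIF4A2 KO cells 453 were called, 56 rising and 397 falling. In EIF4A1 KO cells 0 were called, against 2054 at an unadjusted p under 0.05, and 62 to 108 were called in 9 of 10 draws that thinned all 12 libraries to the smallest. Among the choices fixed before the data were examined, the coding of the dose gave the widest range of these counts. With PP242 at either dose against DMSO they were 1916 in naive, 1245 in EIF4A1 KO and 2386 in EIF4A2 KO cells, and with log2(dose + 1) they were 0 in each genotype. EIF4A1 KO cells thus had calls under 1 of these 3 codings, which takes the 1 µM and 10 µM libraries of a genotype as replicates.

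**Figure D1:**
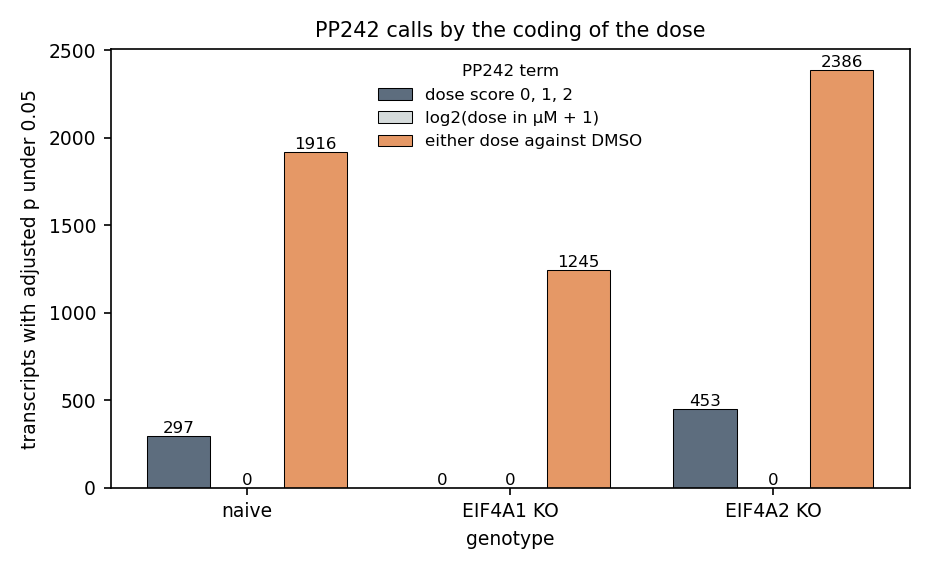
Number of transcripts called for PP242 (vertical axis, transcripts with an adjusted p under 0.05) in the 3 genotypes (horizontal axis) under 3 codings of the dose (bar colours). The either-dose coding gives 1916, 1245 and 2386 calls in naive, EIF4A1 KO and EIF4A2 KO cells, while the dose score gives 297, 0 and 453 and the log2 coding none.

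For the naive trend, 4 transcripts are given by ID, since the files do not pair them with genes. ENST00000325680.12 stood at 34.3 and 30.5 CPM (counts scaled to library size) in the naive DMSO libraries, 77.3 at 1 µM and 95.01 at 10 µM (slope 0.815 per step of the score, SE 0.11, edgeR adjusted p 0.00196). Its slope was -0.051 (SE 0.10) in EIF4A1 KO cells, where its DMSO levels were already 99.0 and 86.4. ENST00000422489.1 rose with a slope of 0.52 (SE 0.099, edgeR adjusted p 0.0101). ENST00000361436.10 fell from 438.9 and 442.0 CPM in DMSO to 51.3 at 1 µM and 64.4 at 10 µM, with a slope of -1.58 (SE 0.29, edgeR adjusted p 0.00966). In EIF4A1 KO cells it fell from 398.2 and 361.7 to 89.9 and 89.0, and in EIF4A2 KO cells from 379.3 and 399.1 to 31.25 and 35.4. ENST00000525981.1 fell with a slope of -1.73 (SE 0.26, edgeR adjusted p 0.00565), and its counted region is short (length 33). Reads shared between near-identical copies could not be excluded for these 4 transcripts.

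Whether the response differed between genotypes was tested on the slopes themselves. Between EIF4A1 KO and naive cells 4 transcripts were called, 2 in each direction (2034 at an unadjusted p under 0.05). Between EIF4A1 KO and EIF4A2 KO cells 1 was called (1915 at an unadjusted p under 0.05), and between EIF4A2 KO and naive cells 0 (798 at an unadjusted p under 0.05). Under the either-dose coding these counts were 1238, 1272 and 14. Among the 5849 transcripts with a mean log2 CPM of at least 5, the slopes of naive and EIF4A2 KO cells correlated with a Spearman rho of 0.74 (Pearson r 0.88). Slopes of EIF4A1 KO cells correlated with those of naive cells at a rho of 0.23 (r 0.59) and with those of EIF4A2 KO cells at 0.305 (r 0.65). None of these genotype pairs shares a library.

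To follow the responsive transcripts across comparisons, the 258 that fell in naive cells (naive-defined set) and the 397 that fell in EIF4A2 KO cells (EIF4A2 KO-defined set) were used; 202 were in both. Values of a set in the libraries that defined it are enlarged by the selection, so each set was tested in the other genotypes. Set members were shorter than the tested transcripts (median length 165.5 and 162, against 229) and more abundant (median log2 CPM 7.33 and 6.94, against 3.5).

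The naive-defined set fell in both knockouts. Its median log2 change from DMSO was -0.78 at 1 µM and -0.89 at 10 µM in EIF4A1 KO cells, and -1.39 and -1.31 in EIF4A2 KO cells. The 2 DMSO libraries of a genotype lay within 0.013 of their mean. As an effect on the slope relative to other transcripts, the set stood at -0.47 in EIF4A1 KO (88.4% of 258 falling) and -0.73 in EIF4A2 KO (98.4% falling). The difference of the slopes, EIF4A1 KO minus EIF4A2 KO, was 0.28, with 95% of the set above 0 (camera adjusted p 1.05e-23, edgeR fit). It did not pass under fry (adjusted p 0.334) or with an estimated correlation (adjusted p 0.251). The either-dose coding, chosen for the set tests after the data were seen, takes the single 1 µM and 10 µM libraries of a genotype as replicates. Its p-values were adjusted over the PP242 set tests alone. Under it the difference was 0.53 and passed under camera, fry and camera with an estimated correlation. The adjusted p-values of these tests were 1.14e-116, 0.00028 and 0.000889.

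**Figure D2:**
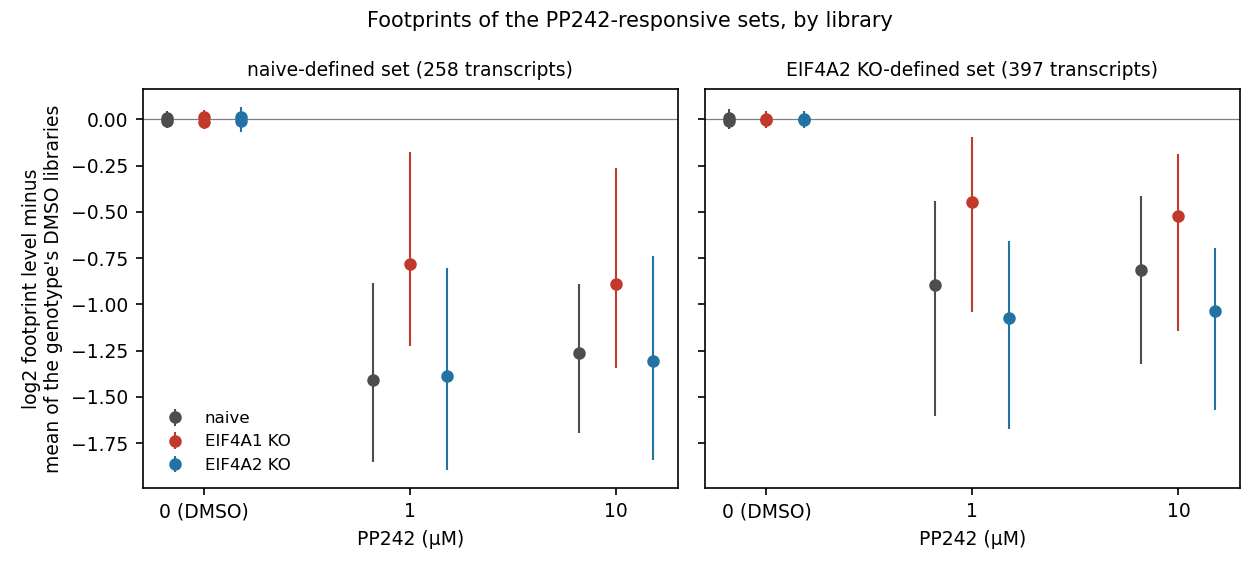
Median log2 footprint level of the naive-defined set (left, 258 transcripts) and of the EIF4A2 KO-defined set (right, 397 transcripts) in each ribosome profiling library, relative to the mean of the DMSO libraries of its genotype (vertical axis), by PP242 concentration (horizontal axis, µM, categories). Points are libraries and bars the quartiles over transcripts; at 1 and 10 µM the EIF4A1 KO libraries (red) lie at -0.78 and -0.89 on the left, above naive (grey, the defining genotype) and EIF4A2 KO (blue, -1.39 and -1.31).

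For the EIF4A2 KO-defined set the comparison was between EIF4A1 KO and naive cells. Its median change was -0.45 at 1 µM and -0.52 at 10 µM in EIF4A1 KO cells, and -0.90 and -0.815 in naive cells. The effect on the slope was -0.28 in EIF4A1 KO and -0.48 in naive cells. The difference was 0.15, with 81.9% of 397 transcripts above 0 (camera adjusted p 8.25e-10, edgeR fit; fry adjusted p 0.485; estimated correlation 0.477). Under the either-dose coding it was 0.335, with adjusted p-values of 1.87e-52, 0.00199 and 0.00637 in the same order, and 0.22 when the naive 1 µM library was left out. Under the dose score, leaving out a single PP242 library changed both differences by more than 1.5 times: without the EIF4A1 KO 10 µM library they were 0.023 and -0.071. The levels at 1 and 10 µM were alike, so a slope fitted without the higher dose takes the full change as 1 step of the score.

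The EIF4A2 KO-defined set was already lower in untreated EIF4A1 KO cells. Against naive cells in DMSO its footprint effect was -0.25, with 20.4% of the set above 0 (camera adjusted p 5.78e-32, fry 0.00107). Its RNA effect was -0.087 (camera adjusted p 2.15e-06, fry 0.00416) and its effect on translation efficiency -0.14 (camera adjusted p 1.26e-20, fry 0.00107). These 3 effects also passed with an estimated correlation. The RNA effect of the naive-defined set was -0.076 (camera adjusted p 8.67e-07, fry 0.0109), which did not pass with an estimated correlation (adjusted p 0.0686). Neither RNA effect stood apart from random lists matched on length and level, a comparison added after the data were seen. The RNA medians of -0.088 and -0.077 lay inside the lists' 95% ranges of -0.089 to -0.033 and -0.107 to -0.042. The footprint median of -0.256 lay below its range of -0.107 to -0.047, and that of translation efficiency, -0.171, below -0.081 to -0.012.

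The pulldowns measured which coding transcripts were captured with each protein. With SBP-eIF4A1, 14727 of 26600 transcripts were called, 7636 enriched and 7091 depleted against input. With SBP-eIF4A2, 15905 were called, 7917 enriched and 7988 depleted. The 2 enrichments correlated across transcripts with a Spearman rho of 0.80. The difference between them was called for 4176 transcripts, 2767 more enriched with SBP-eIF4A1 and 1409 with SBP-eIF4A2. Testing all distinct transcripts moved the counts most, to 42029, 44799 and 13212.

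The naive-defined set was enriched with SBP-eIF4A1, with a set effect of 0.60 and 76.6% of 256 transcripts above 0 (camera adjusted p 5.54e-17, fry 0.00119, estimated correlation 0.182). With SBP-eIF4A2 the effect was -0.18 (camera adjusted p 0.00304, fry 0.0169, estimated correlation 0.585). Without SBP-eIF4A2 pulldown replicate 1 it was -0.11. The difference between the proteins was 0.715, with 93.0% of the set above 0 (camera adjusted p 3.82e-125, fry 0.00114, estimated correlation 0.0276). For the EIF4A2 KO-defined set the effects were 0.525, -0.17 and 0.60. Without SBP-eIF4A2 pulldown replicate 1 the second of these was -0.095. Per library, the enrichment of the naive-defined set relative to other transcripts was 0.58 and 0.61 with SBP-eIF4A1, and -0.25 and -0.10 with SBP-eIF4A2. The 2 proteins' libraries did not overlap. Lists matched on length and level had a median log2 enrichment of 0.385 with SBP-eIF4A1 (95% between 0.241 and 0.517), against 0.63 for the set.

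Enrichment with SBP-eIF4A1 was also set against the difference of PP242 slopes between EIF4A1 KO and naive cells, which shares no library with it. Across 21150 transcripts the Spearman rho was 0.22 and the Pearson r 0.18. Among transcripts with at least 50 counts in every library the rho was 0.35. Enrichment with SBP-eIF4A2 gave a rho of 0.17. Transcripts are not independent replicates, so no p-value is given.

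In the siRNA experiment, 13173 of 26707 transcripts were called in the siControl pulldown of SBP-eIF4A1 against its input, 6730 enriched and 6443 depleted. This enrichment correlated with that of SBP-eIF4A1 without siRNA at a Spearman rho of 0.23. The naive-defined set was depleted here, with an effect of -1.76 and 11% of 254 transcripts above 0 (camera adjusted p 7.13e-53, fry 0.000944, estimated correlation 0.0284). The EIF4A2 KO-defined set stood at -1.59. In a fit of the 8 SBP-eIF4A1 libraries with siControl and without siRNA, the difference of the enrichments was -2.31 for the naive-defined set (89.5% of 256 lower). It was called for 13110 of 26115 transcripts.

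**Figure D3:**
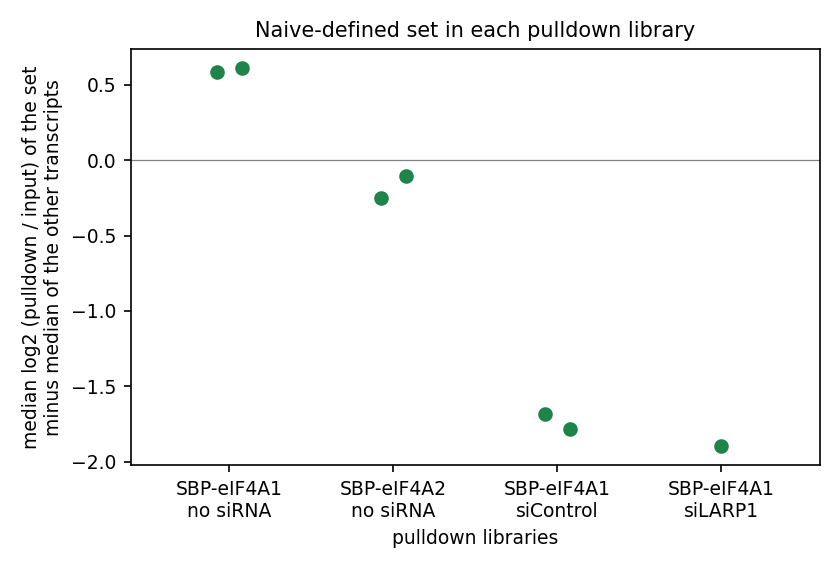
Median log2 ratio of pulldown to input of the naive-defined set minus that of the other transcripts (vertical axis) in each pulldown library (points) of the 4 pulldown groups (horizontal axis). The set lies at 0.58 and 0.61 with SBP-eIF4A1, at -0.25 and -0.10 with SBP-eIF4A2, at -1.685 and -1.79 with SBP-eIF4A1 after siControl, and at -1.90 in the 1 library after siLARP1.

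LARP1 knockdown was compared with siControl in the inputs and in the pulldown. In the inputs 138 of 26707 transcripts were called, 85 higher and 53 lower after siLARP1 (3225 at an unadjusted p under 0.05). With DESeq2 size factors the split was 89 higher and 84 lower, and with the DESeq2 Wald test 118 higher and 252 lower, so the majority direction of these calls depended on the method. Fitting the siControl and siLARP1 inputs alone gave 25 calls. The naive-defined set was lower in the siLARP1 inputs, with an effect of -0.49 and 14.6% of 254 transcripts above 0 (camera adjusted p 2.35e-39, fry 0.0107, estimated correlation 0.0344). The EIF4A2 KO-defined set stood at -0.44. This change followed length among abundant transcripts (Spearman rho 0.44), and the sets are short. Lists matched on length and level had medians of -0.204 and -0.196, which is part of the sets' medians of -0.479 and -0.421. Both sets lay below the lists' 95% ranges (-0.246 to -0.165 and -0.228 to -0.164).

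The pulldown after siLARP1 had 1 library, so its change of enrichment carries no test. Relative to other transcripts, the enrichment of the naive-defined set changed by -0.20 against siControl, and 75.6% of 254 transcripts were below 0. The set's median of -0.22 was below all 10000 random lists matched on mean level, of which 95% lay between -0.093 and -0.020. The EIF4A2 KO-defined set changed by -0.10 relative to other transcripts. Single libraries decided these values in part. Without siControl pulldown replicate 1 they were -0.13 and -0.037, and the EIF4A2 KO-defined set then stood at percentile 83.64 of the lists matched on level. Against lists matched on level and length, both sets stood at percentile 0, with that library and without it.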

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

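Some checks in this part were chosen only after the result they bear on had been seen. They were leaving out single EIF4A1 KO PP242 libraries and the other coding of the dose. The carry-over of input RNA and the comparison of the siControl replicates were also chosen then. For the level of the EIF4A2 KO-defined set with PP242, the prediction named lists matched on level, and those matched on length were added later. No group had the 4 samples a test for an outlying library needs, and no comparison had 3 samples per group, so other splits of the samples could not be counted.

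The smaller PP242 fall of the naive-defined set in EIF4A1 KO than in EIF4A2 KO cells (difference of slopes 0.279) was picked out because a test of the difference between genotypes passed under camera, though not under fry or an estimated correlation at the dose score. Depth does not account for it: after all 12 profiling libraries were thinned to the smallest, with 2515013 counts, the difference averaged 0.287 over 10 draws and stayed between 0.279 and 0.308. Length of the counted region was weighed because the slope difference itself followed length across transcripts (Spearman rho -0.45). The set's median of 0.284 lay outside the range of lists matched on length and level, 95% of which fell between 0.019 and 0.061. A single aberrant library was weighed under the either-dose coding, since leaving out a dose changes what a step of the score means. There the difference was 0.498 without the EIF4A1 KO 1 µM library and 0.601 without the 10 µM library, against 0.53 with both. The dose taken alone gave 0.592 at 1 µM and 0.477 at 10 µM. A weaker PP242 effect on these transcripts without EIF4A1 may therefore be biological, as a hypothesis. A difference between the single cell lines that is unrelated to EIF4A1 stays open and untested. So does the time or batch of library preparation, which the labels do not give. DMSO replicates of EIF4A2 KO cells are labelled rep, and those of naive and EIF4A1 KO cells replicate, so this comparison may cross separate rounds of work. That split alone would leave naive and EIF4A1 KO cells alike. Among abundant transcripts, naive slopes correlated at a rho of 0.74 with EIF4A2 KO and 0.23 with EIF4A1 KO cells, which argues against it as the whole cause. A lower starting level in EIF4A1 KO than in EIF4A2 KO cells was not weighed for this set and stays open too.

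The EIF4A2 KO-defined set showed the same direction between EIF4A1 KO and naive cells (difference of slopes 0.151), which was picked out by the test of that difference, again under camera alone at the dose score. Length-matched lists gave differences between -0.016 and 0.016, and the set's median was 0.155. A lower starting level could account for a smaller fall, since the set stood at -0.232 relative to other transcripts in EIF4A1 KO against naive cells in DMSO. If it were the whole cause, both cell lines would reach the same level with PP242. At 10 µM the set stood at -0.032, inside the range of level-matched lists (-0.069 to -0.008). At 1 µM it stood at 0.218, above their range (-0.068 to -0.001). Against lists matched on length as well, it stood above the range at both doses (-0.109 to -0.051 at 10 µM and -0.078 to -0.013 at 1 µM), which argues against the starting level as the whole cause. With 1 library per dose, the values at 1 and 10 µM lay further apart than the 10 µM value lay from its range, and whether it was above the range depended on the matching. A lower starting level and a weaker response therefore cannot be told apart for this set.

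Under the dose score and the main count filter, single transcripts rarely passed the same tests. The PP242 trend difference between EIF4A1 KO and naive cells was called for 4 transcripts, and that between EIF4A1 KO and EIF4A2 KO cells for 1. With PP242 at either dose against DMSO these counts were 1238 and 1272, and without a count filter 190 and 188. The counts of 4 and 1 were listed because they come from a test of a difference between genotypes. With 0 calls for the trend in EIF4A1 KO cells, depth was weighed first, since both EIF4A1 KO DMSO libraries were among the 3 smallest. After thinning of all 12 libraries, naive and EIF4A2 KO cells together still had a median of 80.6% of their number of calls, which depth as the cause would have removed. In EIF4A1 KO cells 9 of the 10 thinned data sets gave 62 to 108 calls and 1 gave 0, so the count of 0 at full depth was lost in nearly every draw and says little about these cells. The dose score is a candidate cause: with PP242 at either dose against DMSO, EIF4A1 KO cells had 1245 calls.

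The enrichments with SBP-eIF4A1 and SBP-eIF4A2 differed for 4176 transcripts, and by 0.715 for the naive-defined set, both from a test of the difference between the proteins. Length explains part of it. The enrichment difference followed length (Spearman rho -0.63), and lists matched on length and level had a median difference of 0.376. The set's median of 0.744 lay above their 95% range of 0.33 to 0.429, so length is not the whole cause. Levels in the inputs do not account for it either, since the set differed by 0.835 between the pulldowns and by 0.11 between the inputs. The nearest SBP-eIF4A1 and SBP-eIF4A2 pulldown libraries were 0.687 apart. Each protein was expressed in its own cells and pulled down on its own, so a preference of eIF4A1 for these transcripts and a difference between the 2 pulldown experiments cannot be told apart.

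The naive-defined set was enriched with SBP-eIF4A1 without siRNA and depleted after siControl, a difference of -2.312 that came from a test over both experiments. It held under fry (p 2.18e-06) and with an estimated correlation (p 0.00187). Exchanged input and pulldown labels would make the siControl pulldowns look like inputs. The siControl libraries labelled input had Spearman correlations of at least 0.927 with the inputs without siRNA, and those labelled pulldown at most 0.893, a gap of 0.034 in the direction of the labels. Correlations with the siLARP1 inputs were 0.986 and 0.98 for the siControl inputs, and 0.902 and 0.901 for the siControl pulldowns. Correlations with the pulldowns without siRNA went slightly the other way, at 0.8615 and 0.836 for the siControl inputs and 0.8558 and 0.8233 for the siControl pulldowns. The siControl pulldowns thus resembled neither fraction of the other experiment closely, but an exchange would have made them the closer match to the inputs. Input RNA carried over into the beads would pull the set towards 0. The set stood at -1.685 in the higher siControl pulldown library, but this value restates the depletion itself and is no separate test. A single aberrant library is excluded by the other replicate, at -1.786. Length accounts for part of the shift: lists matched on length and level had a median of -1.265, and the set's median was -2.2, below their 95% range of -1.401 to -1.114. The siLARP1 pulldown of the same experiment stood at -1.899. The siRNA libraries differ from the others in 72 h of siRNA and in being a separate experiment, and may differ in culture time. These cannot be told apart. Until that is settled, the direction of this set's capture by SBP-eIF4A1 rests on which experiment is read.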

How the results depend on the processing

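DESeq2 size factors in place of TMM were applied to 37 results. All 20 set tests stayed on the same side of the threshold, and the counts of calls stayed within 1.5 times. The changes of enrichment after siLARP1, which carry no test, were -0.195 and -0.1, against -0.196 and -0.101 with TMM. The size factors moved the split of the siLARP1 input calls from 61.6% to 51.4% higher, and no other split by over 10 percentage points. Set effects kept their direction under the alternatives run for them, except in one fit that left out a library. Set tests were not run with at least 50 counts in every library, with the DESeq2 Wald test, with all distinct transcripts or with the compared groups alone.

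Among the set tests, fry no longer passed for 4 results: the PP242 slope in EIF4A1 KO cells (naive-defined set -0.469, adjusted p 0.116; EIF4A2 KO-defined set -0.284, adjusted p 0.123), the slope difference EIF4A1 KO minus EIF4A2 KO (0.279, adjusted p 0.334) and the slope difference EIF4A1 KO minus naive (0.151, adjusted p 0.485). Camera with an estimated correlation lost the same 4 (adjusted p 0.0686, 0.0898, 0.251 and 0.477) and 5 more: enrichment with SBP-eIF4A1 (0.599 and 0.525), with SBP-eIF4A2 (-0.182 and -0.17), and the RNA effect of the naive-defined set (-0.076). Both alternatives estimate how members of a set vary together, and the dose-score fit may leave residuals shared by the set because the change at 1 µM was as large as at 10 µM. With either dose against DMSO, chosen for sets after the data were seen, the same 4 PP242 effects were -0.833, -0.513, 0.53 and 0.335. All passed under fry and under an estimated correlation, in a coding that takes the 1 µM and 10 µM libraries as replicates. Sets called under that coding (1187 and 1457 transcripts, also chosen after the data were seen) kept the direction and the side of the threshold of the 20 set results under camera, but many effects were smaller. For the naive-defined set the slope in EIF4A1 KO was -0.102, that in EIF4A2 KO -0.275, their difference 0.181, the SBP-eIF4A1 enrichment 0.145 (adjusted p 0.0315, against 5.54e-17) and the siLARP1 input effect -0.259, while the SBP-eIF4A2 effect was -0.305.

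The coding of the dose moved most PP242 counts. Either dose against DMSO gave 1916 calls in naive, 1245 in EIF4A1 KO and 2386 in EIF4A2 KO cells, and 1238, 14 and 1272 for the differences EIF4A1 KO minus naive, EIF4A2 KO minus naive and EIF4A1 KO minus EIF4A2 KO. With log2(dose + 1) the counts were 0 for naive and EIF4A2 KO cells and 0 for both differences that involve EIF4A1 KO. The saturated response fits the steps of that scale worse, by its construction. Set tests on that scale were chosen after the data were seen. In EIF4A1 KO cells the slope effects were -0.251 (naive-defined set) and -0.147 (EIF4A2 KO-defined set). The difference EIF4A1 KO minus EIF4A2 KO was 0.141 for the naive-defined set (camera adjusted p 6.43e-13). The difference EIF4A1 KO minus naive was 0.066 for the EIF4A2 KO-defined set (camera adjusted p 7.8e-05).

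Without a count filter, the PP242 counts were 642, 334 and 857 in naive, EIF4A1 KO and EIF4A2 KO cells, the differences 190, 5 and 188 in the order above, and the siLARP1 inputs 409. With at least 50 counts in every library, the naive PP242 trend had 0 calls, the difference EIF4A1 KO minus naive 0, the siControl pulldown 8489 and the siLARP1 inputs 35, and the relation of SBP-eIF4A1 enrichment with the slope difference rose to a rho of 0.349. Fewer transcripts are tested under that filter. Why the PP242 counts moved was not tested.

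The DESeq2 Wald test gave 5441 calls for RNA, 2207 and 523 for footprints in EIF4A1 KO and EIF4A2 KO cells, 67, 10 and 252 for PP242 in naive, EIF4A1 KO and EIF4A2 KO cells, and 370 for the siLARP1 inputs (118 higher, 252 lower); the cause was not tested. Fitting the siRNA inputs alone gave 25 calls for siLARP1, with fewer libraries to estimate the spread. The next 2 settings were added after the data were seen. Testing all distinct transcripts, which repeats the reads of a locus, gave 26611 for RNA, 13443 and 4696 for footprints, 7223 for translation efficiency, 904 and 1382 for PP242 in naive and EIF4A2 KO cells, 0 for the difference EIF4A1 KO minus naive, 42029, 44799 and 13212 for the pulldowns and their difference, 37604 for siControl and 618 for siLARP1 inputs. A locus threshold of 0.95 gave 38 PP242 calls in EIF4A1 KO cells.

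The replicate numbers of the labels were used as a block in the fits where groups share them. Deviations from the group mean of same-numbered libraries correlated at 0.489 between siControl input and pulldown and between -0.175 and 0.07 for the other pairs of groups. The siControl input and pulldown libraries of one number thus varied together. With 2 pairs, and no label that says what a number marks, the fit without the block was kept. The block changed the siLARP1 input count to 1446 (624 higher, 822 lower) and moved no other count by over 1.5 times (siControl pulldown 15642). None of the 14 set results it was applied to crossed the threshold. No paired analysis was possible for the PP242 trends because the PP242 libraries carry no replicate number.

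Leaving out 1 library at a time gave values without a test. At least 99.3% of the calls of each comparison kept their sign, which says little about stability, since the calls were selected in fits that share most of these libraries. Under the dose score, the naive-defined set's effect ranged from -0.797 to -0.453 in EIF4A1 KO, from -1.411 to -0.664 in EIF4A2 KO, and from 0.023 to 0.911 for their difference. For the EIF4A2 KO-defined set it ranged from -0.912 to -0.411 in naive, from -0.467 to -0.257 in EIF4A1 KO, and from -0.071 to 0.693 for the difference. The value of -0.071, the single reversal, and that of 0.023 are those without the EIF4A1 KO 10 µM library, and the highest of each those without a 10 µM library of the other genotype. Without the 10 µM library the full change counts as 1 step of the score instead of 2, which makes these extremes by construction. Under the either-dose coding the 2 differences ranged from 0.498 to 0.601 and from 0.223 to 0.411 over the 12 libraries.

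In the other fits without 1 library, the RNA effect ranged from -0.083 to -0.059 (naive-defined set) and -0.099 to -0.08 (EIF4A2 KO-defined set), the footprint effect in EIF4A1 KO from -0.265 to -0.214 and translation efficiency from -0.169 to -0.119. The difference between the pulldowns ranged from 0.636 to 0.776 and from 0.565 to 0.655. The SBP-eIF4A2 enrichment ranged from -0.257 to -0.109 and from -0.234 to -0.095, highest without pulldown replicate 1. The siControl effect of the naive-defined set ranged from -1.795 to -1.673, and the siLARP1 input effects from -0.531 to -0.415 and from -0.476 to -0.349. The change of enrichment after siLARP1 ranged from -0.229 to -0.129 and from -0.147 to -0.037, with the smallest change without siControl pulldown replicate 1.

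Mitochondrially encoded genes as a reference, sums over the transcripts of a gene and the gene lists were not run, because the files do not pair transcripts with genes. Depth limits the profiling data more than the other assays. With 1 library per dose and genotype, the spread between replicates at a dose is unknown, and no dose was tested alone.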

Other observations

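The 2 tests in this part were written down before their results were seen. SBP-eIF4A1 enrichment and the difference of PP242 slopes between EIF4A1 KO and naive cells went together across transcripts (Spearman rho 0.218 over 21150 transcripts), in libraries that share nothing. One hypothesis was that the responsive sets alone carry the relation. Outside both sets the rho was 0.212 over 20703 transcripts, but leaving out 447 of 21150 transcripts could hardly have changed it, so this test decides nothing. The other hypothesis was that length carries it, since both quantities followed length (rho -0.485 and -0.33 among abundant transcripts). Within 10 length classes the mean rho was 0.204, and it lay between 0.105 and 0.318 in single classes, so length is not the whole cause. The relation may reflect a weaker PP242 response without EIF4A1 of mRNAs that eIF4A1 binds, but SBP-eIF4A2 enrichment gave 0.172, so it is not shown to be particular to eIF4A1. The siControl experiment, where enrichment went another way, was not used for it.

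The siRNA experiment differed from the other pulldowns in more than the responsive sets. The 10 most abundant transcripts took 3.08% and 2.80% of the counts in the siControl pulldowns, 2.90% in the siLARP1 pulldown, and 6.99% and 7.10% in the siControl inputs. Without siRNA they took 7.59% and 7.67% of the SBP-eIF4A1 pulldowns. Enrichment fell with length without siRNA (Spearman rho -0.485) and rose with it after siControl (0.53), among abundant transcripts. No explanation was tested for these values.

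Across comparisons, length was related to many of the measured changes among transcripts with a mean log2 CPM of at least 5. The PP242 slope followed length in naive (Spearman rho 0.32) and EIF4A2 KO cells (0.43) and hardly in EIF4A1 KO cells (-0.033). Differences between genotypes in these correlations were not tested.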
